# Fluid consumption and taste novelty determines transcription temporal dynamics in the gustatory cortex

**DOI:** 10.1186/s13041-016-0188-4

**Published:** 2016-02-09

**Authors:** Sharon Inberg, Eyal Jacob, Alina Elkobi, Efrat Edry, Akiva Rappaport, T. Ian Simpson, J. Douglas Armstrong, Noam Shomron, Metsada Pasmanik-Chor, Kobi Rosenblum

**Keywords:** Arc/Arg3.1, Consolidation, Hydration, Memory, RNA, Temporal dynamics

## Abstract

**Background:**

Novel taste memories, critical for animal survival, are consolidated to form long term memories which are dependent on translation regulation in the gustatory cortex (GC) hours following acquisition. However, the role of transcription regulation in the process is unknown.

**Results:**

Here, we report that transcription in the GC is necessary for taste learning in rats, and that drinking and its consequences, as well as the novel taste experience, affect transcription in the GC during taste memory consolidation. We show differential effects of learning on temporal dynamics in set of genes in the GC, including Arc/Arg3.1, known to regulate the homeostasis of excitatory synapses.

**Conclusions:**

We demonstrate that in taste learning, transcription programs were activated following the physiological responses (i.e., fluid consumption following a water restriction regime, reward, arousal of the animal, etc.) and the specific information about a given taste (i.e., taste novelty). Moreover, the cortical differential prolonged kinetics of mRNA following novel versus familiar taste learning may represent additional novelty related molecular response, where not only the total amount, but also the temporal dynamics of transcription is modulated by sensory experience of novel information.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13041-016-0188-4) contains supplementary material, which is available to authorized users.

## Background

Molecular memory consolidation, the post-acquisition phase when a memory is labile and sensitive to interference, is dependent on both transcription and translation in the relevant brain structures in different learning paradigms [1–4]. Long term memories are stored at least partially in the cortex [5, 6]. Thus, revealing the cortical transcription program underlying long-term memory consolidation is a central goal for current neuroscience research.

Taste learning is an insular cortex-dependent behavioral paradigm, which utilizes the innate response of animals toward the nutrient source, characterized by robust, easily controlled and measured behavioral responses [7, 8].

Taste memory consolidation, in a similar way to other learning paradigms, is sensitive to the inhibition of protein synthesis in the gustatory cortex (GC) [9, 10]. Accumulated data have revealed that novel taste learning is associated with different biochemical changes in the GC which resides within the insular cortex and subserves taste memory consolidation in rodents [7, 11]. These changes include increased cholinergic activity [12] and changes in protein phosphorylation state of different proteins and pathways [13–17], for recent review see [18].

Immediate early genes (IEGs) are the first genes to be expressed after external stimulation, and play fundamental roles in synaptic plasticity and cognitive processes including memory consolidation. One IEG that is known to play a major role in excitatory or inhibitory synapse homeostasis of excitatory cells is Activity Regulated Cytoskeleton associated Protein (Arc)/Arg3.1.

Arc/Arg3.1 is used as a reporter of neural activation and synaptic plasticity [19]. Together with its involvement in synaptic and cellular processes, Arc/Arg3.1 is important for consolidation of different forms of synaptic plasticity and long term memory including conditioned taste aversion (CTA) [20].

We hypothesized that transcription in the GC was necessary for novel taste learning and that this would involve a differential transcriptional response. Moreover, the temporal dynamics of gene expression and their involvement in neuronal response to novelty and memory consolidation are poorly understood. In order to test this, we first assessed the effects of the general transcriptional inhibitor, actionmycin D, in the CTA and latent inhibition of CTA learning paradigms and then profiled the transcriptional response to novel taste during the first hours of the consolidation phase- 1 and 3 h post experience, where we expect to find the strongest effect of hydration and learning on the transcription programs. Finally, we measured the dynamic expression of the plasticity related gene- Arc/Arg3.1 following both hydration or novel tastes learning. We have found that the temporal dynamics of transcription is the main discriminant factor between general physiological responses to drinking and novel taste learning.

## Results

### Transcription in the gustatory cortex is necessary for consolidation of both positive and negative forms of taste learning

Taste memory consolidation is protein synthesis dependent [9]. We tested the hypothesis that transcription in the GC is necessary for taste memory consolidation. For this purpose, we stereotaxically injected the widely used, transcription inhibitor actinomycin D or vehicle as a control [21] (1 μl, 20 ng/μl) into the GC, 20 min before CTA (Fig. 1a).

**Fig. 1:**
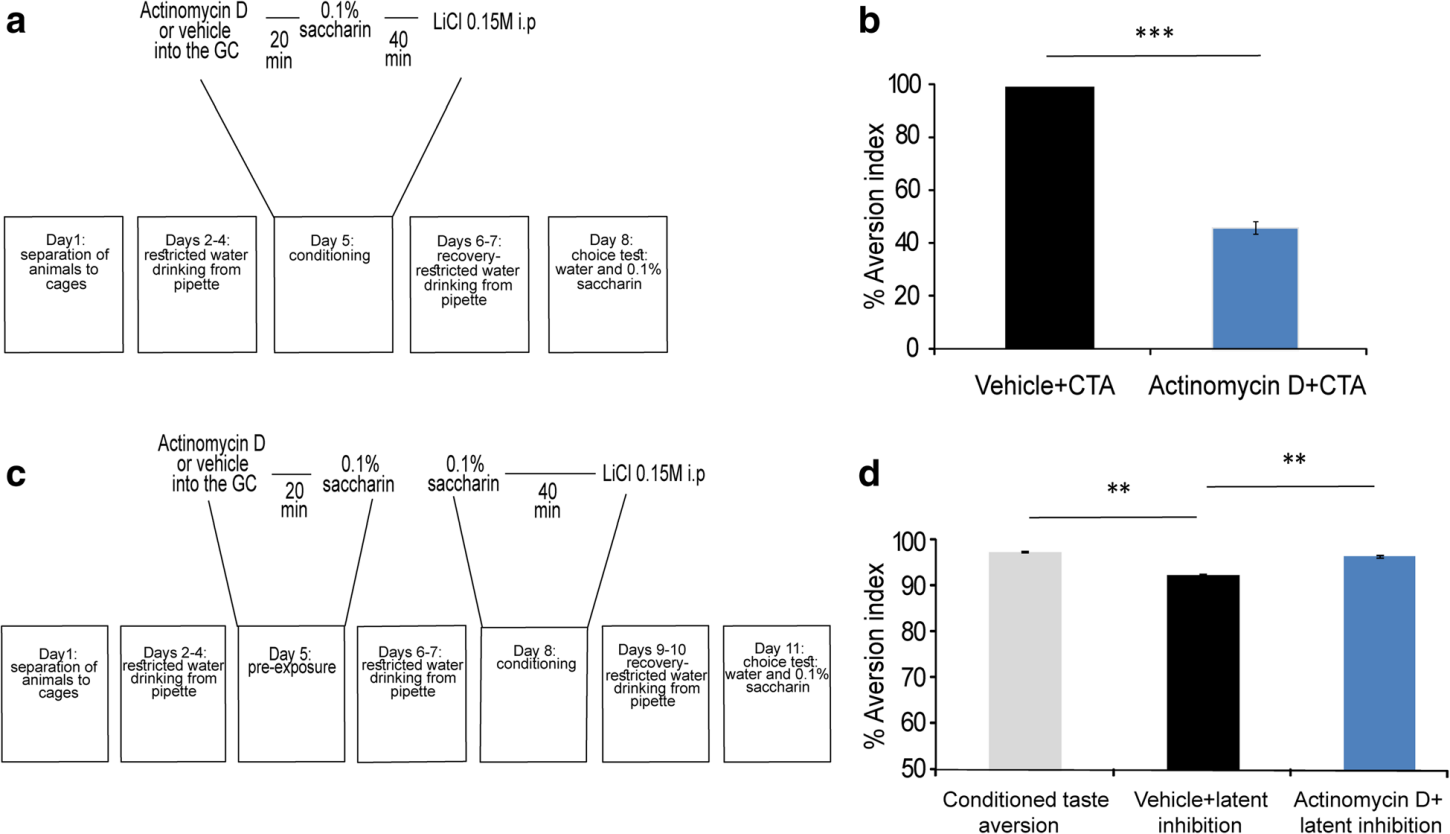
Memory formation for conditioned taste aversion (CTA) and latent inhibition of CTA is dependent on gene transcription in the gustatory cortex. **a** Schematic representation of the behavioral protocol for injection of actinomycin D into the GC, 20 min before drinking of novel taste and i.p. injection with 0.15 M LiCl. **b** Impaired long memory formation, manifested as reduction in aversion index, in rats injected with actinomycin D before CTA learning. Actinomycin D + CTA (*n* = 14); Vehicle + CTA (*n* = 14), *** *p* < 0.0001. **c** Schematic representation of the latent inhibition of CTA procedurefor injection of actinomycin D or vehicle, into the GC during the pre-exposure to novel taste at day 5, . At day 8 all the rats undergo CTA and were tested for memory performance three days later. **d** Impaired latent inhibition of CTA in rats injected with actinomycin D before pre-exposure to novel taste (CTA (*n* = 8); vehicle + latent inhibition (*n* = 14); actinomycin D + latent inhibition (*n* = 14)) ** *p* < 0.001

The results show that transcription inhibition in the GC impairs CTA learning, manifested as reduction in aversion indices presented as percentage (actinomycin D: 46.00 ± 2.34 %; Vehicle: 98.82 ± 0.23 %; Mann–Whitney, z = −4.50, *p* = 5 × 10^−8^, *n* = 14 for both vehicle and actinomycin D groups, Fig. 1b), indicating a strong long term memory impairment in actinomycin D treated animals. At the very same time, the transcription inhibition did not affect total fluid consumption at the conditioning day (Additional file 1: Figure S1A). These results suggest that transcription is essential for associative taste learning in the GC.

Moreover, injection of actinomycin D into the GC, 20 min before pre-exposure to 0.1 % saccharin (Fig. 1c), impaired a positive form of taste learning. i.e., the latent inhibition of CTA (CTA: 97.28 ± 0.28 %; latent inhibition + vehicle: 92.37 ± 0.23 %; latent inhibition + actinomycin D: 96.49 ± 0.13 %; ANOVA: *p* < 0.00013, F2 = 13.63, Tukey HSD post-hoc: CTA to latent inhibition + vehicle, *p* < 0.0001; latent inhibition + vehicle to latent inhibition + actinomycin D, *p* < 0.001. *n* = 14 for latent inhibition groups, *n* = 8 for CTA group, Fig. 1d). Actinomycin D is toxic, in some circumstances [22]. However, it is a widely used transcription inhibitor in memory consolidation field [2].

### Consumption of fluids and not information about taste familiarity dominantly affects transcription in the gustatory cortex

In order to identify the modulated genes correlated with taste learning, we used microarray technology (16 Affymetrix GeneChip, RaGene 1.1 ST v1) to profile gene expression in the GC following novel taste learning. For this purpose, rats were exposed to either novel taste (0.1 % saccharin) or a familiar taste (water) and were sacrificed either 1 h or 3 h following the end of drinking session (Fig. 2a, *n* = 4) (no significant difference in the amount of consumed taste was observed between water and 0.1 % saccharin, at any time point, Additional file 1: Figure S1B). For each animal, GC-derived cDNA samples were prepared, in-vitro transcribed to produce biotinylated cRNA and hybridised to individual microarray slides, in accordance with manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA).

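The arrays measured messenger RNA in the gustatory cortex, the part of the insular cortex that serves taste, of 16 Wistar Hola male rats, with 1 array per rat and 4 rats in each of 4 groups. The rats had been trained for 3 days to drink their 20 ml of water within 20 min, and on the test day drank either water, the familiar taste, or 0.1% saccharin, the unfamiliar taste. Tissue was taken 1 h or 3 h after drinking. The paper gives the age of the rats as 10 to 16 weeks and the sample labels as 2 months. The authors quantile normalized the probe signals of all chips together and summarised them per probe set as log2 values by robust multi-chip average (RMA). The deposited log2 values had medians of 5.08 to 5.16 per array, and any 2 arrays correlated at 0.994 to 0.997. No 2 arrays held identical values among the 120 pairs. Of 28826 probe sets, the 15209 that the array annotation pairs with 1 gene were tested, which cover 14497 genes. The 4 group means were fitted together in limma, and a gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Counts at the paper's cut-off, an unadjusted p of at most 0.05 and a fold change of at least 1.25 either way, stand beside the adjusted ones. Gapdh and Actb, used as reference genes for their steady expression, differed between 1 h and 3 h by log2 -0.032 and 0.027 after saccharin and by -0.0032 and -0.024 after water. The level of Gapdh was 12.69 ± 0.05 (SD, n = 4) at 1 h and 12.72 ± 0.11 (SD, n = 4) at 3 h after saccharin, and 0 of 9 measured reference genes passed the test in limma between the times in either taste (0 after saccharin and 1 after water at an unadjusted p under 0.05). Camera gave these genes adjusted p = 0.245 and 0.197.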

**Fig. 2:**
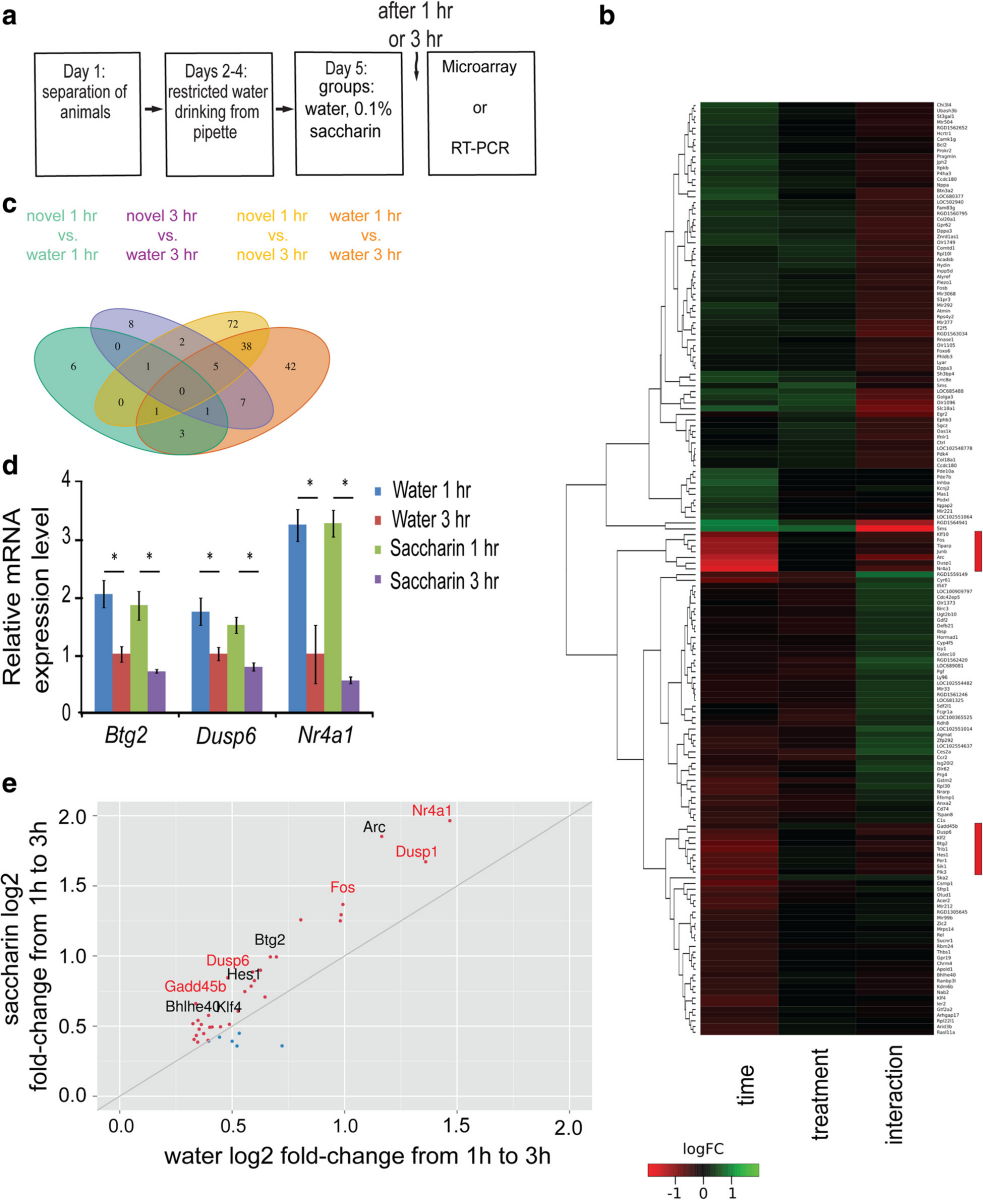
Time from fluid consumption dominantly affects transcription in the gustatory cortex. **a** Schematic representation of the behavioral paradigm of novel taste learning, in which the animal received familiar taste (water) or novel taste (0.1 % saccharin) and was scarified 1 h or 3 h later. **b** Heatmap for gene expression. Individual microarray chips cluster by time and not treatment (novel saccharin and familiar water). Heatmap scale: Red- higher expression of transcripts at 1 h compared to 3 h (“Time”. For the same taste comparison) and higher for water compared to saccharin (“Treatment”. For the same time point comparison). Green- higher expression of transcripts at 3 h compared to 1 h (“Time”. For the same taste comparison) and higher for saccharin compared to water (“Treatment”. For the same time point comparison). The red rectangles at the right side mark the transcripts with the highest fold change. **c** Venn diagram with 4 possible comparisons within and between time points and treatments. More genes are regulated in the 1 to 3 h temporal dynamics than at each pecific time point. *n* = 4 in each group. Cut-off: *p* < 0.05, 0.8 ≥ absolute fold change ≥1.25. **d** Btg2, Dusp6 and Nr4a1 qRT-PCR validation. The Btg2, Nr4a1, and Dusp6 genes were identified as strongly modulated by drinking as described in Fig. 2b, c. These genes were among the 44 genes in the common list of the 1 to 3 h temporal dynamics, following drinking of novel 0.1 % saccharin and water in the GC (*n* = 4 for all groups; * *p* < 0.05). **e** More genes from the common list are differentially modulated in the temporal dynamics of the novel taste group, compared to water group. 32 out of 38 common genes list (for *p* < 0.0001) have higher fold change values in the novel taste group. Genes with higher fold change in saccharin- red dots; higher fold change in water- blue dots. Genes from MAPK pathway coloured black

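On the arrays, Nr4a1 (probe set 10899387) was higher at 1 h than at 3 h by log2 1.96 (standard error 0.23, adjusted p = 1.82e-04) after saccharin and 1.47 (standard error 0.23, adjusted p = 0.0089) after water. Dusp6, a phosphatase of the MAP kinase ERK (probe set 10895144), stood at 8.26 ± 0.07 (SD, n = 4) at 1 h and 7.42 ± 0.16 (SD, n = 4) at 3 h after saccharin, a change of 0.84 (standard error 0.12, adjusted p = 0.00164). After water it stood at 8.22 ± 0.03 (SD, n = 4) and 7.74 ± 0.35 (SD, n = 4), a change of 0.48 (standard error 0.12, adjusted p = 0.214) that did not pass the test. Btg2, an antiproliferative gene induced by growth factors (probe set 10767767), stood at 7.13 ± 0.24 and 6.14 ± 0.04 after saccharin, a change of 0.99 (standard error 0.14, adjusted p = 0.00589), and at 7.16 ± 0.19 and 6.49 ± 0.32 after water, a change of 0.67 (standard error 0.14, adjusted p = 0.161). Its probe set is named here from the paper's Table S1 and was tested in a fit over all probe sets. For all 3 genes, the 4 arrays at 1 h lay above the 4 at 3 h in either taste (exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). Without water 3 h array C365, at 8.19 for Dusp6, the change of Dusp6 after water passed the test (adjusted p = 0.00415, range over all settings 0.00415 to 0.489). Here and below, such ranges cover the 21 alternatives run for single genes (20 for the interaction) or the 18 run for gene lists. They leave out some alternatives that were run only for counts of probe sets. The change of Nr4a1 after water did not pass with only the 8 arrays of that taste (adjusted p = 0.147) or with a trend and robust prior (0.0651, range over all settings 1.77e-04 to 0.147).

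**Figure D1:**
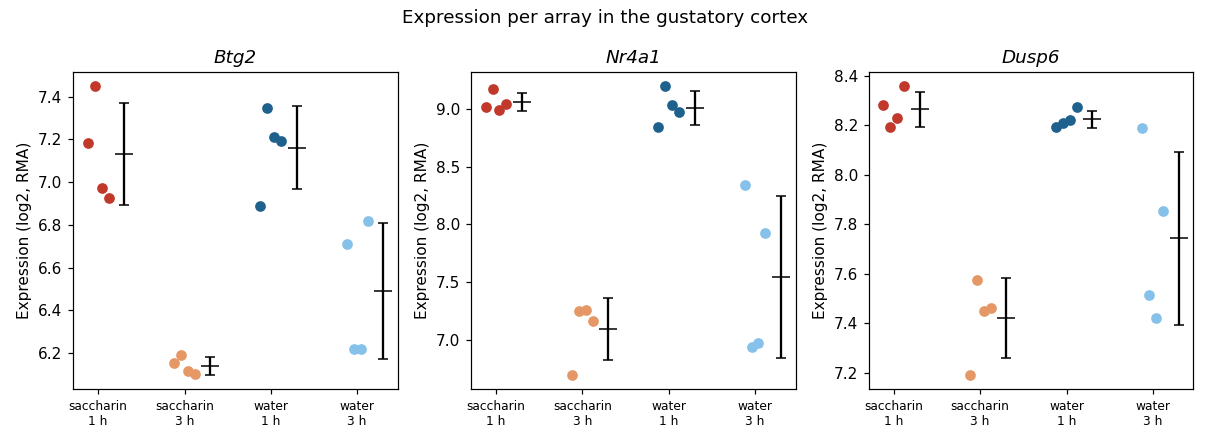
Log2 expression (RMA, vertical axes) of Btg2, Nr4a1 and Dusp6 in each of the 16 arrays, by taste and time, with the mean and SD of each group of 4 beside the points. The 3 h arrays after saccharin lie close together, and the 3 h arrays after water spread more widely, with an SD of 0.70 for Nr4a1.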

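Nr4a1, an orphan nuclear receptor, had a log2 expression of 9.06 ± 0.08 (SD, n = 4) at 1 h after saccharin and 9.01 ± 0.15 at 1 h after water, against 7.09 ± 0.27 and 7.54 ± 0.70 at 3 h. Junb, a subunit of the AP-1 transcription factor, stood at 7.87 ± 0.19 and 7.91 ± 0.17 at 1 h and at 6.58 ± 0.20 and 6.92 ± 0.34 at 3 h, each over 4 arrays. In the other direction, Pde7b, a phosphodiesterase that degrades cAMP, rose from 7.10 ± 0.09 to 7.61 ± 0.11 after saccharin and from 7.14 ± 0.09 to 7.66 ± 0.05 after water. Averaged over both tastes, limma called 153 of 15209 probe sets changed with time, 110 of them higher at 1 h and 43 higher at 3 h. At an unadjusted p under 0.05 the split was more even, with 950 higher at 1 h and 877 higher at 3 h. Markers of the leptomeninges and of fibroblasts, such as the collagen gene Col1a1, had a mean log2 change, 1 h minus 3 h, of 0.24 (SD 0.093 over 21 genes) with 21 of 21 positive. Adjusted over all 15209 probe sets tested, 0 of these markers passed in limma, and 15 did when adjusted over the list alone (15 were higher at an unadjusted p under 0.05). The set test camera gave the list an adjusted p of 2.53e-13, and an adjusted p = 0.155 with an estimated correlation. In a permutation analysis of the distances between arrays, time accounted for 13.2% of the variance (permutation p = 0.0002), taste for 5.26% (permutation p = 0.898) and their interaction for 5.19% (permutation p = 0.922). On the first principal component, with 14.1% of the variance, arrays at 1 h had a mean score of 4.52 ± 2.75 (SD, n = 8) and arrays at 3 h of -4.52 ± 2.50 (SD, n = 8). Clustering on correlation with average linkage, divided into 2 clusters, parted water 1 h array C378 from the other arrays. Its adjusted Rand index of 0 with time therefore cannot tell whether those other arrays cluster by time. Ward linkage parted the 8 arrays of 1 h from the 8 of 3 h (index 1, permutation p = 0.00022) and gave an index of -0.07 with taste. With the 500 most variable probe sets, time accounted for 21.5% of the variance, and average linkage gave an index of -0.026 with time. With distances of 1 minus the correlation time accounted for 19.9%. The count of 153 came to 93 without water 1 h array C376 and to 36 with the mean of the leptomeningeal markers as a covariate.

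**Figure D2:**
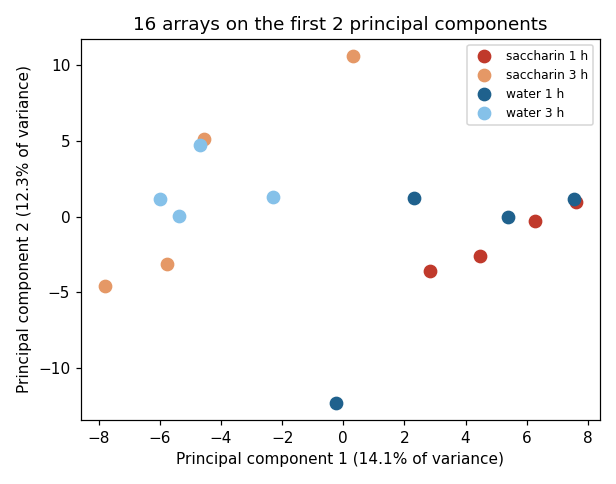
Scores of the 16 arrays on principal components 1 (horizontal axis, 14.1% of the variance) and 2 (vertical axis, 12.3%), 1 point per array, coloured by taste and time. The arrays at 1 h lie between -0.25 and 7.61 on component 1 and those at 3 h between -7.81 and 0.31, and the lowest point on component 2 is water 1 h array C378.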

Hierarchical clustering analysis, represented by heatmap for gene expression following novel taste learning revealed that the time following drinking (1 h and 3 h), but not the treatment (the identity of the consumed taste, i.e., novel or familiar taste (Fig. 2b) is the main factor that differentiate novel taste from familiar one.

Next, quantification of the number of differentially expressed genes was made and presented by the Venn diagram at Fig. 2c (cut-off: *p* < =0.05,0.8 > =fold change > =1.25). 

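At 1 h after drinking, the gene with the smallest p between the tastes was Ccr2, a chemokine receptor of monocytes, at 3.80 ± 0.14 (SD, n = 4) after saccharin and 4.15 ± 0.06 (SD, n = 4) after water, a log2 difference of -0.34 (standard error 0.065, adjusted p = 0.767) that did not pass the test. The next 5 were Ccdc68, which encodes a coiled-coil protein, the chemosensory receptor genes Or4c11, Or10c1 and Vom2r13, and Cyp2c13, a cytochrome P450, with log2 differences from -0.25 for Ccdc68 to 0.25 for Or10c1. At 3 h the smallest p belonged to Calcb, a calcitonin gene-related peptide, at 3.48 ± 0.05 (SD, n = 4) after saccharin and 3.82 ± 0.07 (SD, n = 4) after water, a log2 difference of -0.34 (standard error 0.053, adjusted p = 0.0756). Rcor2, a corepressor that acts with the transcription factor REST, stood at 5.48 ± 0.23 and 3.90 ± 0.49 at 3 h, a log2 difference of 1.58 (standard error 0.27, adjusted p = 0.131). This was on 1 of its 2 probe sets (10713496), and the brighter one (10779600, mean 6.61) had a difference of 0.045 (adjusted p = 0.999). The remaining 4 of the 6 smallest p at 3 h were C14h7orf57, the olfactory receptor Or13c7, the antioxidant enzyme Prdx6 and Tmem26, with log2 differences from -0.29 for Tmem26 to 0.25 for Prdx6. In limma 0 of 15209 probe sets passed the adjusted threshold at 1 h and 0 at 3 h, with 465 and 513 at an unadjusted p under 0.05. Both counts are a smaller share than the 0.05 that no difference would give. Leaving out water 3 h array C365 gave 1 call at 3 h, Rcor2 (adjusted p = 0.0344). Leaving out saccharin 1 h array C379 gave 2, Rcor2 and Calcb (adjusted p = 0.0213 for both). Over all settings tried the adjusted p ranged from 0.0213 to 0.999 for Rcor2 and from 0.0213 to 0.486 for Calcb.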

Very few genes were differentially modulated, in the comparison between novel taste and familiar taste group, at both 1 h and 3 h time points. In total, expression levels of 12 and 24 genes at the 1 h and 3 h time point, accordingly, were differentially modulated. However, when we analyzed the temporal expression dynamics by comparing differentially expressed genes at 1 h and 3 h time points for each treatment group, we found unique 75 genes in the novel condition and 53 in the familiar group. In addition, 44 genes were common to the dynamics of both treatment groups and probably related to the effect of drinking itself. 

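At 3 h after drinking, the mean log2 difference of 26 immediate early transcription factors between saccharin and water was -0.13 (SD 0.15 over genes), positive for 6 of them, and Klf10, a zinc finger transcription factor, stood at 5.87 ± 0.10 (SD, n = 4) after saccharin and 6.30 ± 0.28 (SD, n = 4) after water, a difference of -0.43 (standard error 0.11, adjusted p = 1.00). In limma 0 of the 26 passed when adjusted over the 15209 probe sets tested, 1 was higher and 4 were lower at an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone. Among 24 activity-regulated synaptic and signalling genes the mean difference was -0.11 (SD 0.15), positive for 5, with 0 called either way in limma, also when adjusted over the list alone, and 0 higher and 2 lower at an unadjusted p under 0.05. The set test camera gave adjusted p = 3.86e-04 for the first list and 0.00103 for the second. Both had an adjusted p = 0.702 with an estimated correlation. The first list's adjusted p was 0.301 without water 3 h array C365 and 0.101 without saccharin 3 h array C366 (range over all settings 2.13e-09 to 0.702), and the second's 0.281 without water 3 h array C365, 0.0634 without saccharin 3 h array C366 and 0.0546 without saccharin 3 h array C370 (range 3.91e-05 to 0.702). At 1 h none of the 22 gene lists passed, with a smallest adjusted p of 0.0994, while 4 did without water 1 h array C374, 5 without water 1 h array C376, 1 without water 1 h array C378, 2 without saccharin 1 h array C375 and 3 without saccharin 1 h array C379. At the paper's cut-off 13 probe sets differed between the tastes at 1 h, 7 higher and 6 lower after saccharin, and 21 at 3 h, 8 higher and 13 lower. The 4 arrays of one taste lay wholly above or below the 4 of the other for 228 of 15209 probe sets at 1 h and 291 at 3 h, where chance gives 2.86%. Leaving out water 1 h array C374 or saccharin 1 h array C379 gave 22 probe sets at 1 h and leaving out water 1 h array C378 gave 21, and at 3 h the count was 35 without saccharin 3 h array C368 and 37 without water 3 h array C369.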

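After saccharin, Ephb3, a receptor tyrosine kinase for ephrins, fell from 1 h to 3 h by log2 0.46 (standard error 0.071, adjusted p = 0.00319), and after water it differed by 0.063 (adjusted p = 0.903). Selenow, a selenoprotein, rose after saccharin from 8.27 ± 0.04 (SD, n = 4) to 8.60 ± 0.07 (SD, n = 4) with adjusted p = 0.00189, and stood at 8.36 ± 0.07 and 8.43 ± 0.04 after water (adjusted p = 0.807). Kcnj2, an inwardly rectifying potassium channel, rose from 6.47 ± 0.03 to 7.08 ± 0.19 after saccharin (adjusted p = 0.00515), and Hpdl from 4.88 ± 0.14 to 5.26 ± 0.10 (adjusted p = 0.00616), against adjusted p = 0.121 and 0.82 after water. Rcor2 fell from 5.57 ± 0.40 (SD, n = 4) at 1 h to its lower level at 3 h after water, a change of 1.67 (standard error 0.27, adjusted p = 0.0118), and had a change of 0.037 (adjusted p = 0.992) after saccharin, while its brighter probe set had a change of 0.040 after water (adjusted p = 0.933). At the paper's cut-off 114 probe sets differed between 1 h and 3 h after saccharin and 87 after water, of which 71 were in the saccharin list alone and 44 in the water list alone. The test of the difference between tastes, the interaction term, had an unadjusted p under 0.05 for 20 of these 71 and 11 of these 44, and limma called 0 of 15209 after adjustment (450 at an unadjusted p under 0.05). The 71 and 44 were selected for passing in 1 taste and not in the other, which itself favours a small interaction p. Their counts therefore cannot tell whether the tastes differ. Within each taste limma called 0 of the 21 leptomeningeal markers between the times (14 after saccharin and 5 after water at an unadjusted p under 0.05, 4 and 0 when adjusted over the list alone). Camera gave the list adjusted p = 1.27e-12 after saccharin and 8.42e-07 after water, and adjusted p = 0.152 and 0.378 with an estimated correlation. With only the 8 arrays of the taste, Hpdl did not pass after saccharin (adjusted p = 0.082, range over all settings 0.00443 to 0.082). The change of Rcor2 after water had an adjusted p of 0.0605 without water 3 h array C367, 0.0623 without water 3 h array C369 and 0.0597 without water 1 h array C376 (range over all settings 0.00149 to 0.0771), and without water 3 h array C371 the water list held 75 probe sets of its own.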

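Of 26 measured immediate early transcription factors, 10 were higher at 1 h after saccharin and 8 after water, and 0 were lower (14 higher after saccharin and 11 higher and 2 lower after water when adjusted over the list alone). Fos, the AP-1 subunit widely used to mark active neurons, was higher at 1 h by log2 1.37 (standard error 0.15, adjusted p = 1.82e-04) after saccharin and 0.99 (standard error 0.15, adjusted p = 0.0089) after water. Of 24 activity-regulated synaptic and signalling genes, 6 were higher and 1 lower at 1 h after saccharin, and 3 higher and 1 lower after water (12 and 3, and 8 and 5, when adjusted over the list alone). The lower one was Inhba, the activin subunit gene, which rose from 5.45 ± 0.25 (SD, n = 4) to 6.09 ± 0.08 (SD, n = 4) after saccharin and from 5.44 ± 0.11 to 6.02 ± 0.14 after water (adjusted p = 0.00319 and 0.0176). The set test camera gave the transcription factors adjusted p = 1.80e-22 after saccharin and 3.57e-14 after water, with adjusted p = 0.0125 and 0.0624 with an estimated correlation. For the synaptic and signalling genes it gave 7.14e-08 and 0.0456, with adjusted p = 0.0721 and 0.473 with an estimated correlation. After water, Fos had an adjusted p of 0.0549 without water 1 h array C376 (range over all settings 1.36e-04 to 0.147) and Inhba of 0.095 without water 3 h array C367, 0.0816 without water 1 h array C374 and 0.0798 without water 1 h array C376 (range 0.00333 to 0.095). The synaptic and signalling list lost its call after water without any 1 of arrays C367, C368, C369, C371, C372, C374, C375, C376, C377, C379 and C380 (adjusted p from 0.0505 to 0.188). Without water 3 h array C367 or water 1 h array C376 the count of transcription factors higher after water was 5 and 4, and with only the 8 arrays of the taste it was 1. The synaptic and signalling genes higher after water then numbered 1 in each of these 3 fits, 1 without water 1 h array C374, 5 without water 3 h array C365 and 6 without water 1 h array C373. In all, 43 probe sets passed the paper's cut-off in both tastes, each in one direction, where independent lists of these sizes would share 0.39. The 2 gene lists hold 13 and 11 members that the paper's Tables S1 and S2 name from these arrays, so their direction is not independent evidence. From the clustering of the arrays by time, the paper reasons that drinking and its consequences act on transcription more strongly than learning an unfamiliar taste, and it proposes that the common genes relate to drinking itself.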

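Dusp1, a phosphatase that switches off MAP kinases, was higher at 1 h than at 3 h by log2 1.67 (standard error 0.16, adjusted p = 2.61e-05) after saccharin and 1.36 (standard error 0.16, adjusted p = 8.09e-04) after water, while saccharin and water differed by 0.017 (adjusted p = 1.00) at 1 h and -0.29 (adjusted p = 1.00) at 3 h. Trib1, a pseudokinase, fell over the same interval from 6.46 ± 0.09 (SD, n = 4) to 5.47 ± 0.04 (SD, n = 4) after saccharin. Its difference between tastes was 0.13 (adjusted p = 1.00) at 1 h. After water, Trib1 lost its call with only the 8 arrays of that taste (log2 change 0.70, adjusted p = 0.214). It also lost it without water 3 h array C367 (0.0838) or water 1 h array C374 (0.072) or C376 (0.0717). The range over the settings run for single genes was 2.81e-04 to 0.214. At adjusted p under 0.05, limma called 53 probe sets changed between the times after saccharin and 19 after water, 18 of them in both tastes, and with the mean of the leptomeningeal markers as a covariate 35 and 12. The counts at the paper's cut-off for time were 8.77 times the count between tastes at 1 h and 5.43 times that at 3 h for saccharin, and 6.69 and 4.14 times for water. Over all 28826 probe sets they were 2.41 times for either taste at 1 h and 2.19 times at 3 h. With means under the 50th percentile left out they were 59 times for saccharin and 42 times for water at 1 h, where 1 probe set differed by taste. At 3 h they were then 7.38 and 5.25 times. With least squares without moderation they were 20 and 14.6 times at 1 h, where 5 probe sets differed by taste. With single arrays left out the lowest ratio was 2.24, for water against the tastes at 3 h without water 3 h array C369, and the highest 11.4, for saccharin against the tastes at 1 h without saccharin 3 h array C368. Arrays of 1 h and 3 h did not overlap for 727 probe sets after saccharin (4.78%) and 662 after water (4.35%), where chance gives 2.86%. Of 22 gene lists, camera called 8 between the times after saccharin and 7 after water, of which 2 and 1 passed with an estimated correlation. The adjusted count after water fell to 9 without water 3 h array C367 and to 8 without water 1 h array C376, and to 3 when the fit held only the 8 arrays of that taste.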

All in all, 4 to 5 times more genes were modulated in the temporal dynamic comparison than at each specific time point for familiar and novel taste groups (Additional file 2: Table S1 and Additional file 3: Table S2).

Validation of the 1 to 3 h temporal dynamics of candidate genes from the common list (44 genes, Fig. 2c) with relative high fold change and low *p*-value were done using qRT-PCR. Specifically, Dusp6, Nr4a1 and Btg2 were down-regulated in 3 h compared to 1 h, in both, novel and familiar tastes (Dusp6: water 1 h: 1.73 ± 0.24, water 3 h 1.00 ± 0.12Mann Whitney test, one tail test: *p* < 0.05, z = −2.3; saccharin 1 h: 1.79 ± 0.14 0.1 % saccharin 3 h: 0.87 ± 0.07, Mann Whitney test, one tail test: z = −2.3: *p* < 0.05; Nr4a1: water 1 h: 3.21 ± 0.27, water 3 h 1.00 ± 0.50: Mann Whitney test, one tail test: water, z = −2.3: *p* < 0.05; saccharin 1 h: 3.24 ± 0.23, saccharin 3 h: 0.55 ± 0.05, Mann Whitney test, one tail test: z = −2.3, *p* < 0.05; Btg2: water 1 h: 2.03 ± 0.24, water 3 h 1.00 ± 0.13 ± 0.13, Mann Whitney test, one tail test: z = −2.3, *p* < 0.05; saccharin 1 h: 1.83 ± 0.25183 ± 0.25, saccharin 3 h: 0.70 ± 0.03, Mann Whitney test, one tail test: z = −2.3, *p* < 0.05 Fig. 2d).

A closer look at the magnitude of differential expression for the 44 (cut-off: *p* < =0.05, 0.8 > =fold change > =1.25) shared dynamic genes for both novel and familiar taste, reveals a strong expression bias towards novel taste. 

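Most of the genes that were higher at 1 h in both tastes had the larger change after saccharin. Klf10 was higher at 1 h by log2 1.26 (standard error 0.11, adjusted p = 1.63e-05) after saccharin and 0.81 (standard error 0.11, adjusted p = 0.00289) after water. Junb had changes of 1.29 (standard error 0.14, adjusted p = 1.82e-04) and 0.98 (standard error 0.14, adjusted p = 0.00489), and Csrnp1, a nuclear protein that binds DNA, of 0.71 (standard error 0.065, adjusted p = 2.43e-05) and 0.65 (standard error 0.065, adjusted p = 1.98e-04). Of the 43 common probe sets, 37 were higher at 1 h, and 33 of these (89.2%) had the larger change after saccharin and 4 after water. A further 6 were higher at 3 h, 4 of them with the larger change after saccharin. When taste was permuted within each time and the lists remade, 4 of 100 permutations, the real labels included, gave a share as far from an even split. The interaction term had an unadjusted p under 0.05 for 3 of the 43 probe sets in limma. With only the 8 arrays of the taste, Klf10 and Junb did not pass after water (adjusted p = 0.0622 for both, range over all settings 5.61e-04 to 0.0622 and 3.32e-04 to 0.0622). Without water 3 h array C371, 28 of the 44 common probe sets higher at 1 h (63.6%) had the larger change after saccharin and 16 had it after water.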

Out of the 44 genes, 38 are up-regulated and 32 of these show greater induction between 1 h and 3 h with a novel taste compared to a familiar one (only 6 genes, Fig. 2e). This suggests that in addition to the drinking-dependent effects, there are also distinct temporal transcriptional signals that differ by the identity and the familiarity of the consumed taste. This important distinction between hydration and novel taste- the temporal dynamics of transcription levels will be the focus of the following parts.

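The difference between tastes in the 1 h to 3 h change was tested gene by gene as the interaction of taste and time. The smallest p belonged to 1 of the 2 probe sets of Rcor2, with an interaction of log2 -1.64 (standard error 0.38, adjusted p = 1.00), negative where the change was larger after water. Asgr1, a hepatic glycoprotein receptor, Agmat, an agmatinase, LOC681325, Ephb3 and the olfactory receptor Or8s5 followed, with interactions of 0.31, -0.40, -0.36, 0.39 and 0.36, and none passed the test. In limma 0 of 15209 probe sets did, 450 had an unadjusted p under 0.05, and the smallest adjusted p was 1.00. The 450 are a smaller share than the 0.05 that no interaction would give. As a group, 26 immediate early transcription factors had a mean interaction of 0.16 (SD 0.19), positive for 22, and 24 activity-regulated synaptic and signalling genes of 0.14 (SD 0.20), positive for 20. For 15 glucocorticoid-induced genes it was 0.10 (SD 0.10), positive for 14. Adjusted over the probe sets tested or over the list alone, 0 members of these 3 lists passed in limma (4, 1 and 2 at an unadjusted p under 0.05). Camera gave the lists adjusted p = 0.00105, 2.49e-04 and 0.0127, and adjusted p = 0.473, 0.426 and 0.426 with an estimated correlation. The 21 leptomeningeal markers had a mean interaction of 0.11 (SD 0.12), positive for 17. They did not pass in camera (adjusted p = 0.076, and 0.857 with an estimated correlation). The immediate early list had an adjusted p of 0.0819 without water 3 h array C365 and 0.0707 without saccharin 3 h array C366 (range over all settings 2.40e-07 to 0.473), and the glucocorticoid list of 0.102 without saccharin 3 h array C366, 0.0723 without saccharin 1 h array C377 and 0.133 without saccharin 1 h array C380 (range 0.0028 to 0.426).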

### Novel taste learning differentially affects temporal dynamics of the transcriptome in the GC

We next compared the distribution of the differential transcriptome dynamics in each treatment. In agreement with Fig. 2e, the volcano plot (Fig. 3a) revealed unequal distribution of total screened genes extracted from the GC following experience of familiar or novel taste. Specifically, more genes were down-regulated between the 1 and 3 h time points (i.e., their expression is lower in 3 versus 1 h, positive values in x-axis) compared to up-regulated genes (i.e., their expression is higher in 3 versus 1 h, negative values in x-axes). 

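Among the genes higher at 3 h, Pde7b had log2 changes, 1 h minus 3 h, of -0.50 (adjusted p = 4.43e-04) after saccharin and -0.52 (adjusted p = 8.09e-04) after water, and Pde10a, a phosphodiesterase abundant in the striatum, rose from 7.25 ± 0.09 (SD, n = 4) to 7.73 ± 0.07 (SD, n = 4) after saccharin and from 7.24 ± 0.16 to 7.74 ± 0.04 after water (adjusted p = 0.00164 and 0.0034). Podxl, a cell surface sialomucin, rose from 6.27 ± 0.05 to 6.56 ± 0.05 and from 6.25 ± 0.06 to 6.61 ± 0.08 (adjusted p = 0.00666 and 0.00361). Slco3a1, an organic anion transporter, rose from 6.56 ± 0.11 to 6.92 ± 0.07 after saccharin (adjusted p = 0.00616) and stood at 6.70 ± 0.09 and 6.97 ± 0.07 after water (adjusted p = 0.139). At the paper's cut-off 91 probe sets were higher at 1 h and 23 at 3 h after saccharin, and 58 and 29 after water. At adjusted p under 0.05 from limma the split was 42 to 11 after saccharin and 15 to 4 after water. At an unadjusted p under 0.05 and with no fold-change cut-off, it was 693 to 521 and 558 to 541, which is nearly even after water. When the 8 arrays of water were fitted alone, Pde10a and Podxl did not pass (adjusted p = 0.0622 and 0.0652, range over all settings 6.30e-04 to 0.0622 and 0.00236 to 0.0652).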

In order to quantify the number of genes differentially expressed between novel and familiar tastes, cut-off criteria were defined as *p*-value < 0.0001 (−log10(p) > 4) and fold change higher than 1.25 (−0.325 > log2(FC) > 0.325), marked with black rectangles in Fig. 3a. 

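At an unadjusted p under 0.0001 and a fold change over 1.25, 41 probe sets differed between 1 h and 3 h after saccharin and 21 after water, and 19 of them were in both lists. Arc, Nr4a1, Dusp1, Fos, Junb, Klf10, Csrnp1 and Trib1 were among those in both. The 22 in the saccharin list alone held Gadd45b, a stress-induced gene with a change of 0.66 (standard error 0.11, adjusted p = 0.00616) after saccharin and 0.34 (adjusted p = 0.456) after water. They also held Dusp6 and Ephb3. The 2 in the water list alone were Podxl and 1 of the 2 probe sets of Rcor2. The list after water numbered 14 without water 3 h array C367 and 12 when its 8 arrays were fitted alone.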

In total, 46 unique genes were found in the novel taste group, versus 19 unique genes in the familiar taste group. Moreover, in the novel taste group, 35 genes were down-regulated between the 1 h and 3 h time points, whereas only 11 genes were up-regulated in 3 h. 

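After saccharin, 33 probe sets at this stricter cut-off were higher at 1 h and 8 higher at 3 h. Those higher at 1 h included the kinase genes Plk3, Sik1, Map3k14 and Map2k3, with log2 changes of 0.90, 0.89, 0.51 and 0.53 (adjusted p = 0.00175, 0.00174, 0.00319 and 0.00613). After water the same kinases had changes of 0.63, 0.59, 0.23 and 0.22 and did not pass the test, though Sik1 had an adjusted p of 0.00846 without water 3 h array C365 and 0.0153 without water 1 h array C373 (range over all settings 0.00846 to 0.334). A dimmer probe set of Map3k14, with a mean of 3.01, did not pass the test after saccharin (adjusted p = 0.999). Those higher at 3 h included Selenow, Inhba, Kcnj2, Hpdl and Slco3a1.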

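After water, 17 probe sets at the stricter cut-off were higher at 1 h and 4 higher at 3 h. The first group included Per1, a clock gene that activity also induces, at log2 0.60 (standard error 0.11, adjusted p = 0.0311) after water and 0.83 (standard error 0.11, adjusted p = 8.59e-04) after saccharin. Chrm4, a muscarinic acetylcholine receptor, was higher at 1 h by 0.37 (standard error 0.064, adjusted p = 0.0181) after water and 0.45 (standard error 0.064, adjusted p = 0.00168) after saccharin. Pde7b, Pde10a, Podxl and Inhba were the 4 higher at 3 h. After water, Per1 and Chrm4 lost their calls without any 1 of arrays C367, C369, C371, C374, C376 and C378. The adjusted p was then 0.0744 to 0.159 for Per1 and 0.0595 to 0.0951 for Chrm4. With only the 8 arrays of that taste their adjusted p was 0.215 and 0.147. Per1 also lost its call with array weights (adjusted p = 0.0503). Over all settings the adjusted p ranged from 0.00107 to 0.215 for Per1 and from 0.00806 to 0.147 for Chrm4. Without water 3 h array C367 the count higher at 1 h was 10, and without water 3 h array C371 the count higher at 3 h was 7.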

In the familiar taste group 14 genes were down-regulated between the 1 h and 3 h time points, whereas 5 genes were up. These results indicate that more genes are changing in the novel taste group in parallel to the asymmetrical direction of the change, with significantly more genes higher at 1 h compared to 3 h in the novel taste group.

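Genes of MAP kinase signalling were among those called after saccharin. Of 16 MAP kinase feedback inhibitors, 2 were higher at 1 h after saccharin, Dusp1 and Dusp6, and 1 after water, Dusp1 (6 and 3 adjusted over the list alone). Of 16 kinases of the MAP kinase cascades, 2 were higher after saccharin, Map3k14 and Map2k3, and 0 after water in limma (4 and 0 adjusted over the list alone, with 3 after water at an unadjusted p under 0.05). The mean log2 change of the kinases was 0.11 (SD 0.18) after saccharin and 0.041 (SD 0.093) after water. Camera gave the feedback inhibitors adjusted p = 2.32e-06 after saccharin and 0.00531 after water, and adjusted p = 0.0648 and 0.274 with an estimated correlation. For the kinases it gave 4.90e-04 and 0.197, and adjusted p = 0.0648 and 0.429 with an estimated correlation. Leaving out water 3 h array C365 gave 4 feedback inhibitors higher after saccharin and 2 after water, and leaving out water 3 h array C367 gave 4 after saccharin. Without water 3 h array C367 the feedback inhibitors had an adjusted p of 0.0942 after water (range over all settings 1.35e-05 to 0.274). The difference between tastes did not pass for either list (interaction, adjusted p = 0.0748 and 0.0711). At the paper's cut-off the saccharin list exceeded the water list by 27 probe sets, and 56 of 100 permutations of taste within time, the real labels included, gave an excess at least as large in either direction. The excess was -9 without water 3 h array C371 and 13 without water 1 h array C373, and it was 48 to 60 without saccharin 3 h array C368 or C370 or saccharin 1 h array C375, C377 or C379.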

**Fig. 3:**
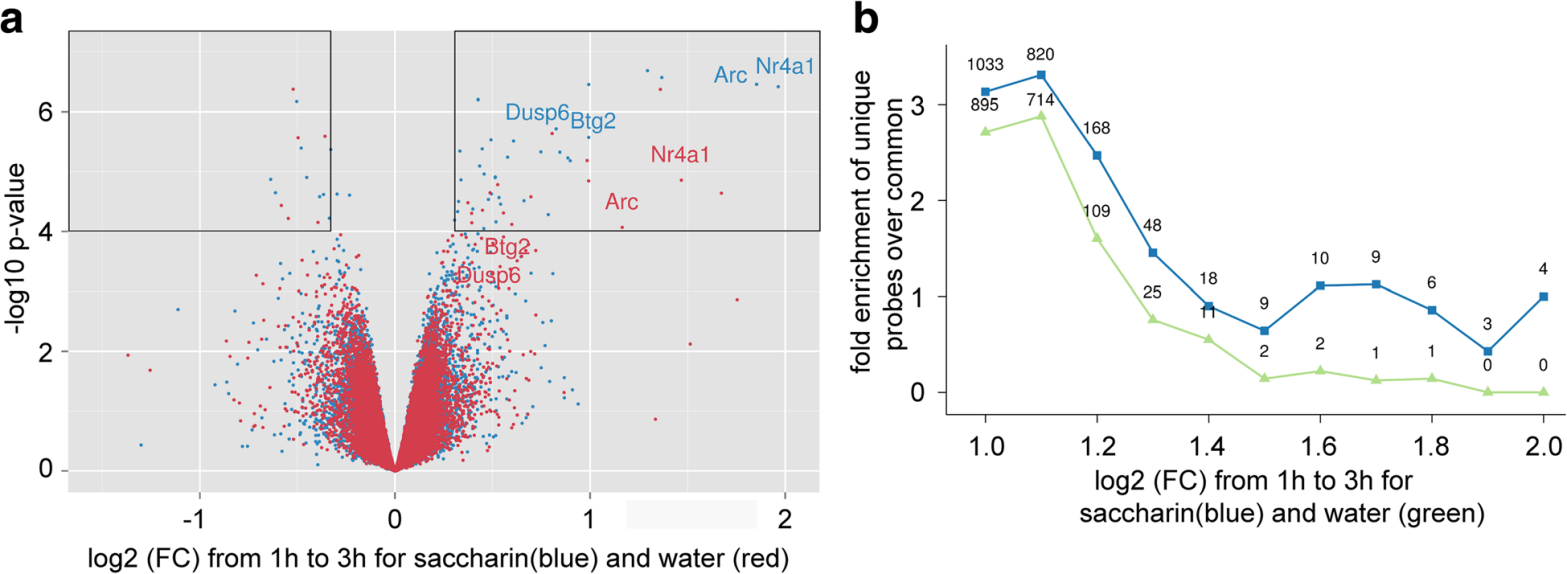
Novel taste affects dynamics of transcription differentially from familiar taste. **a** Volcano plot for gene expression’s temporal dynamics- 1 h to 3 h. Novel taste learning with 0.1 % saccharin induced more differentially expressed genes than familiar water. In addition, more genes in the saccharin group are higher in 1 h compared to 3 h. Arc/Arg3.1, Btg2, Dusp6 and Nr4a1 in both water and novel 0.1 % saccharin groups marked. The black boxes represent the cut-off limits for the p-value and fold change. **b** Comparison between the amounts of differentially expressed genes for each fold change normalized to the number of genes from the common list. Novel taste learning induced more differentially modulated genes in the 1 h to 3 h temporal dynamics compared to water for *p* < 0.05 and various fold change values described in X axis. The values on the graph represent the number of differentially expressed genes for each fold change

The 1 h to 3 h temporal dynamics of gene expression in novel and familiar taste differ in the number of genes involved, as can be seen from the volcano plot (Fig. 3a). In order to study the effects of fold-change cut-off on the number of differentially expressed genes between novel and familiar taste groups we varied the cut-off and calculated the enrichment of unique genes normalized to the number of common genes. We found that at all cut-off values more genes were differentially expressed in the novel taste group compared to the familiar taste group, an effect strengthened with the increase in fold change (Fig. 3b). These results indicate that novel taste learning induced greater changes in the transcriptional temporal dynamics of the GC compared to familiar taste. 

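The genes past the highest fold-change cut-off, 2.0, were 6 after saccharin and 4 after water, with an unadjusted p of at most 0.05. Nr4a1, Arc and Dusp1 passed it in both tastes, with fold changes of 3.90, 3.61 and 3.19 after saccharin and 2.77, 2.24 and 2.57 after water. Fos, Junb and Klf10 passed it after saccharin alone, at 2.58, 2.45 and 2.39, and reached 1.99, 1.98 and 1.75 after water. Rcor2 passed it after water alone, on 1 of its 2 probe sets, at 3.19, against 1.03 after saccharin. Across 11 cut-offs from 1.0 to 2.0, the saccharin list was the longer at every one. At 1.0 the probe sets of 1 taste alone were 924 after saccharin and 809 after water, which is 3.19 and 2.79 times the 290 common ones. At 1.5 they were 12 and 2, or 1.00 and 0.17 times the common ones, at 1.7 they were 9 and 1, and at 2.0 they were 3 and 1, or 1.00 and 0.33 times. The saccharin list was the longer at 6 of the 11 cut-offs without water 3 h array C371 or water 1 h array C373.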

Overall, the temporal dynamics of gene expression specified as a major component that differentiate between hydration and novelty processing (Additional file 2: Table S1 and Additional file 3: Table S2).

### Novel taste learning decreases the expression of Arc/Arg3.1 in the gustatory cortex for many hours

Following the transcriptome analysis, we aimed at looking for the detailed expression of Arc/Arg3.1 since it is involved in memory consolidation [23].

The transcriptome dynamics suggested that drinking itself has the major effect on gene expression, including Arc/Arg3.1, which has one of the highest fold change in the volcano plot (Fig. 3a) and is involved in novel taste learning [24]. 

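Arc, whose protein acts at the cytoskeleton of active synapses (probe set 10904511), stood at 9.00 ± 0.19 (SD, n = 4) at 1 h and 7.15 ± 0.19 (SD, n = 4) at 3 h after saccharin, a log2 change of 1.85 (standard error 0.21, adjusted p = 1.82e-04). After water it stood at 8.98 ± 0.24 (SD, n = 4) and 7.82 ± 0.63 (SD, n = 4), a change of 1.16 (standard error 0.21, adjusted p = 0.0311). Among the 15209 probe sets tested, Arc ranked 2 by log2 change after saccharin and 4 after water. The 4 arrays at 1 h lay above the 4 at 3 h after saccharin (exact permutation test, p = 0.0286, the smallest possible), and after water they overlapped (exact permutation test, p = 0.0571). Between tastes Arc differed by 0.024 (adjusted p = 1.00) at 1 h and by -0.66 (standard error 0.21, adjusted p = 1.00) at 3 h (exact permutation test, p = 0.0857), and the interaction of taste and time was 0.69 (standard error 0.30, adjusted p = 1.00). The spread at 3 h after water came from array C365 at 8.67 and array C371 at 7.89, with the other arrays at 7.26 and 7.45. The call after water ended in 3 other fits, with adjusted p = 0.234 on the 8 arrays of the taste, 0.15 with a trend and robust prior and 0.0503 with array weights, and also without any 1 of arrays C367, C369, C371, C372, C374, C376 and C378 (adjusted p from 0.0554 to 0.152), and over all settings its adjusted p ranged from 1.36e-04 to 0.234.

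**Figure D3:**
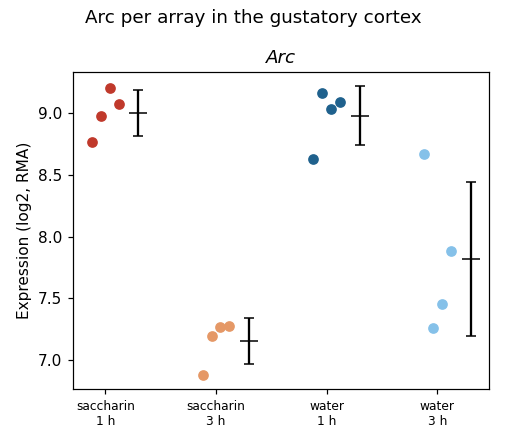
Log2 expression of Arc (RMA, vertical axis) in each of the 16 arrays, by taste and time, with the mean and SD of each group of 4 beside the points. The arrays at 3 h after saccharin lie between 6.88 and 7.27, and those at 3 h after water between 7.26 and 8.67.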

To test directly the effect of hydration, we added a water restricted group, which underwent 3 days of restricted drinking schedule (meaning 24 h of water restriction which reflects the basal level of gene expression before consumption familiar or novel taste). Expression levels of the Arc/Arg3.1 were higher after 1 h in the two drinking groups compared to the water restricted group (Arc/Arg3.1 (Fig. 4a): water: 1.00 ± 0.06; saccharin:0.80 ± 0.09; water restricted: 0.30 ± 0.03, main effect of the group, ANOVA, F_(2,16)_ = 25.9, *p < 0.0001,* post-hoc Tukey HSD-water restricted vs. water *p = 0.000027,* post-hoc Tukey HSD- water restricted vs. saccharin *p < 0.001,* post-hoc Tukey HSD- *water vs. saccharin p = 0.125).*

**Fig. 4:**
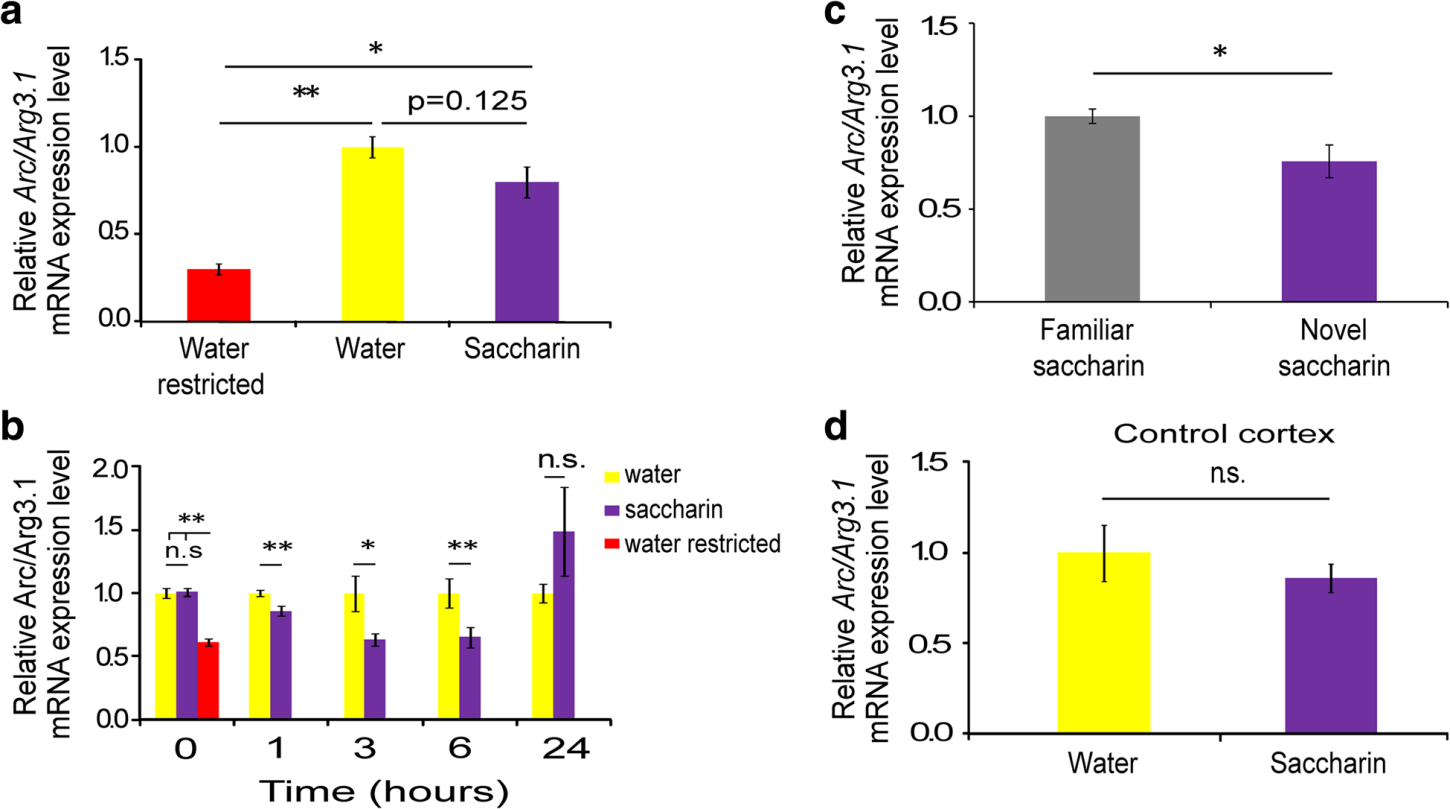
Novel taste decreases the expression of Arc/Arg3.1 in the gustatory cortex for few hours. **a** 1 h following drinking Arc/Arg3.1 mRNA levels were elevated in both the water (*n* = 5) and 0.1 % saccharin groups (*n* = 6) compared to the water restricted (*n* = 5) group *p < 0.05, **p < 0.01. **b** Novel taste learning induced reduction in Arc/Arg3.1 mRNA expression hours following learning. Immediately after the end of drinking session- 0 h (water, *n* = 11; saccharin, *n* = 11; water restricted, *n* = 11), 1 h (water, *n* = 20; saccharin, *n* = 20), 3 h (water, *n* = 8; saccharin, *n* = 9), 6 h (water, *n* = 14; saccharin, *n* = 14), 24 h (saccharin, *n* = 11; water, *n* = 12) * *p* < 0.05, ** *p* < 0.01. **c** Novel taste learning reduced the amounts of Arc/Arg3.1 mRNA expression, compared to 25 days of familiar saccharin group (1 h: familiar saccharin, *n* = 5; novel saccharin, *n* = 5) * *p* < 0.05. **d** Arc/Arg3.1 expression does not change in the non-relevant occipital cortex 6 h following novel taste learning (saccharin, *n* = 6; water, *n* = 6, *p* = 0.82)

Broader examination, with more independent experiments, of Arc/Arg3.1 mRNA expression levels at different time points following novel taste learning revealed the temporal dynamics of Arc/Arg3.1 expression. Immediately after drinking (defined as time 0 h) there is no significant difference between novel and familiar taste groups, but significant increase in both groups compared to the water restricted group (Arc/Arg3.1 (Fig. 4b: water: 1.00 ± 0.04; saccharin:1.01 ± 0.03; water restricted: 0.610 ± 0.03, main effect of the group, ANOVA, F_(2,16)_ = 4.32, *p < 0.05,* post-hoc Tukey HSD -water restricted vs. water *p = 0.044,* post-hoc Tukey HSD -water restricted vs. saccharin *p < 0.05,* Tukey HSD- water vs. saccharin *p = 1.00)*.

The differential effect of novelty on Arc/Arg3.1 expression, in the GC, emerges 1 h following learning and last for at least 5 h (Arc/Arg3.1: 1 h

water: 1.00 ± 0.03; saccharin:0.86 ± 0.04, *t*-test, t30 = 3.3, *p* < 0.01; 3 h: water: 1.00 ± 0.13; saccharin: 0.66 ± 0.05, *t*-test, *t*_15_ = 2.5, *p* < 0.05; 6 h: water: 1.00 ± 0.11; saccharin:0.65 ± 0.08, Mann Whitney: z = −2.5, *p* < 0.05). 24 h following learning, no significant difference was observed between the two groups (water: 1.00 ± 0.07; saccharin: 1.49 ± 0.35, Mann Whitney: z = −0.74, *p* = 0.487, Fig. 4b). We thus conclude that there are two phases of Arc/Arg3.1 response- fast, taste independent upregulation followed by taste dependent temporal dynamics of gene expression.

In order to show that the response of Arc/Arg3.1 mRNA is specific to the novelty of the taste and not to its chemical identity, another group of rats undergo 25 days of familiarization to saccharin and were compared to novel saccharin group. We found a significant decrease in the amounts Arc/Arg3.1 mRNA levels in the novel taste group, compared to familiar saccharin (Ffamiliar saccharin: 1.00 ± 0.039; Novel saccharin: 0.76 ± 0.089, *t*-test, t8 = 2.51, *p* < 0.05, Fig. 4c). Following that, we conclude that Arc/Arg3.1 mRNA reduction is novelty specific.

In order to test if the modulation in Arc/Arg3.1 expression is specific to the GC, we analyzed its expression 6 h after novel taste learning in the occipital cortex (OC), and found no changes between novel and familiar taste (Arc/Arg3.1: water: 1.00 ± 0.15; saccharin:0.86 ± 0.08, Mann Whitney: z = −0.32, *p* = 0.82; Fig. 4d), indicating GC-specific differential effect of novel taste learning.

## Discussion

Since long term memory formation requires RNA synthesis [2, 25], we aimed to test the involvement of RNA transcription in cortical dependent taste learning. Our results showed that local application of RNA synthesis inhibitor, actinomycin D, into the gustatory cortex strongly impairs memory formation for CTA and latent inhibition of CTA, similarly to the effect of protein synthesis inhibition [9]. This suggests that intact RNA synthesis in the GC is required for the consolidation of GC-dependent taste learning paradigms.

To date, gene expression at the transcriptional level in the GC following novel taste learning has not been reported in the literature. Therefore, we attempted to recognize specific genes modulated following novel taste learning, by performing microarray screening on GC samples of rats exposed to novel or familiar taste, and sacrificed 1 or 3 h later. While 0.1 % saccharin was used in the current study as a novel taste, previous work have shown that the molecular machinery in the GC is responding to other novel tastes (e.g. sodium chloride) in a very similar way [24].

In contrast to our hypothesis that the clustering of gene expression would be according to registered information about the taste, i.e., novel or familiar at each time point, we found clustering by time, 1 and 3 h following the drinking session. This strong clustering by time following hydration indicates that the effect of drinking and its consequences (changes in blood osmolarity, arousal response, reward-related processes, etc.) on transcription is stronger than that of learning a novel taste, when the two groups are compared by time point.

Drinking after water deprivation has a strong effect on the physiology of the brain, for instance, when water content increased in the blood (hyposmolality) it equilibrates within minutes across the blood–brain barrier and brain cell membranes. The result is swelling of neurons and glia cells [26]. Hydration decreased plasma osmolarity and increased sodium concentration in the plasma of Sprague–Dawley rats [27]. In humans, changes in the hydration state affect morphological features of white matter, gray matter, and cerebrospinal fluid levels [28].

The transcription program we identify in the cortex of water restricted rats following drinking reflects the massive differential activity in the brain and may explain susceptibility to seizure following hydration and less sensitivity to seizure following dehydration [25]. In addition to the clinical aspects of the results, it is possible that hydration itself is a major factor in some of the correlative results obtained in water restricted animals which use drinking as positive reinforcement [29, 30].

In spite of the relatively small number of differentially expressed genes at each time point, novel taste learning can be distinguished from hydration effects with a familiar taste by unique temporal dynamics patterns of general gene expression and specifically the IEG Arc/Arg3.1. These patterns consist of the expression of more genes with higher fold change following novel taste consumption compared to water, and more genes whose temporal dynamics were differentially modulated following novel taste consumption. Following taste learning, the hydration influence on gene transcription profile (as indicated by strong clustering at 1 and 3 h) preceded the learning-induced transcription profile (as indicated by 1 h to 3 h gene expression temporal dynamics). By injecting actinomycin D into the gustatory cortex prior to taste learning, we probably interrupted with both the physiological transcriptional response to hydration and to novelty.

Interestingly, Cavallaro et al. [31] found using the Morris water maze paradigm, different patterns of gene expression across time, differentiating between physical activity (swimming) and memory consolidation. Both in the study by Cavallaro et al. (2002) and in the current study, there are at least two gene expression programs: learning-specific (differential temporal dynamics) and learning non-specific (clustering by hydration effects at each time point).

Since the specificity of the cellular response to external stimuli is dependent on precise temporal control and relative spatial distribution of activated signals [32], we suggest that by different durations or dynamics of transcription activation, the molecular machinery responds differentially to novel and familiar taste on the background of the initial strong and non-specific effects of hydration.

Following the results from the microarray screen, we examined the expression of IEG Arc/Arg3.1 in the GC at different time point during the 24 h following novel taste learning.

The results show that transcription of Arc/Arg3.1 is dual-phased, where first (time 0) it undergo hydration-dependent and taste-independent transcription regulation, which is followed by a second, taste learning-dependent phase of regulation with long lasting decrease in mRNA levels of Arc/Arg3.1 transcript following novel taste learning.

Arc/Arg3.1 expression and its temporal dynamics reflects general gene transcription, with an initial strong elevation (2.5 to 3 fold) following hydration. This first physiological response was followed by a smaller, differential effect of novelty dependent in the temporal dimension for up to at least 6 h, influencing the new transcription content generated following hydration.

Taken together, these two sequential phases may represent two continuous phases of physiological and sensory input processing. We showed that the drinking associated phase represented by immediate increase in transcription, followed by a novelty specific altered processing of the new transcriptional content, demonstrated by differential temporal dynamics compared to general hydration related transcriptional response.

The transcriptional response to hydration for both the IEG and the general transcription program components can be part of impulse-like changes in mRNA levels following external input such changes in cellular osmolarity, reward-related processes and arousal. These impulse responses are molecular programs, involved in encoding and decoding of information into specific cellular responses following different external stimulations such as heat shock, oxidative stress, response to pathogens and osmotic pressure [33].

Arc/Arg3.1 plays important roles in synaptic plasticity. In the synapse, Arc/Arg3.1 is involved in α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid receptor (AMPA-R) endocytosis [34]. In the nucleus, Arc/Arg3.1 is involved in GluA1 transcription inhibition, leading to downscaling of synaptic strength [35]. Arc/Arg3.1 is strongly up-regulated in many brain regions following various behavioral paradigms [36–38]. However, Arc/Arg3.1 down-regulation following learning has been observed only in the hippocampal dentate gyrus in rats repeatedly exposed to an empty arena in an object recognition memory paradigm [39]. The long lasting decrease of Arc/Arg3.1 mRNA in the group exposed to novel taste (starting at 1 h) may be ascribed to an increased degradation rate of Arc/Arg3.1 mRNA [40]. As above-mentioned, this prolonged decrease is preceded by fluid consumption-induced strong and rapid increase in Arc/Arg3.1 mRNA levels. We suggest that the novel taste-induced prolonged reduction in Arc/Arg3.1 mRNA levels compared to familiar water, possibly through RNA degradation machinery, is a network/cellular adjustment to elevated levels of Arc/Arg3.1, in order to reach the optimal range of Arc/Arg3.1 mRNA expression for normal synaptic plasticity functions [30]. Since in some occasions Arc/Arg3.1 expression is negatively correlated with learning, it was suggested that higher levels of Arc/Arg3.1 may slow down acquisition of new information [30, 41]. Furthermore, these authors suggested that since Arc/Arg3.1 is associated with the cytoskeleton and the post synaptic density, high Arc/Arg3.1 mRNA expression levels result in synaptic architecture over stabilization.

## Conclusions

Temporal dynamics of gene transcription in the GC is part of gene expression programs initiated following consumption of novel taste. The temporal dynamics of gene expression is one additional form of molecular response to novel sensory experience, in the relevant cortical area. The data for Arc/Arg3.1 and other transcripts described in the microarray screen, suggest that on the background of altered transcriptional content following hydration, the temporal dynamics of transcription reflects more by experiencing novel information, in contrast to the total amounts of transcription at each specific time point that represent general response to hydration.

## Methods

### Animals

Wistar Hola male rats, 10–16 weeks old, were used in all experimental procedures. The rats were caged individually at the beginning of the behavioral session and placed in a 12 h light and 12 h dark cycle at a constant temperature of 22 °C, with standard rat chow and tap water available ad libitum, except during the experiment, when animals were water deprived 24 h prior to daily ration of fluids and between daily rations delivered through pipettes throughout the experiment. All experiments were performed in the light phase.

Animals were handled according to approved protocols and animal welfare regulations of the Institutional Animal Care and Committee of the University of Haifa. Protocols were also in accordance with the guidelines laid down by the Israeli National Institutes of Health.

### Behavior

For all behavioral paradigms, animals were water restricted and housed separately in a new cage 24 h before beginning of pipette drinking schedule. Food was available ad libitum throughout the experiment.

### Incidental taste learning

Following separation from grouped home cages, rats were subjected to water restriction regime and were trained to drink their daily 20 ml of water from two 10 ml plastic pipettes for the duration of 20 min for 3 consecutive days. Following training, animals were divided into two groups: water as a familiar taste and 0.1 % saccharin as a novel taste.

Consumption of at least 10 ml is required in order to achieve learning [10]. Animals which did not reach the minimum amount in five additional minutes were excluded from the experiment. Animals were decapitated for biochemical analysis at several time points following the end of the drinking session: Immediately following the end of 20 min drinking (time 0), 1, 3, 6, and 24 h. In addition, we added a water restricted group with no access to fluids for 24 h until decapitation.

### Long lasting familiarization with saccharin

The familiarizaton assay was used as described previously [24]. Saccharin (0.1 %) was available ad libitum from a bottle for 21day in a grouped cage (6 rats). Animals were then separated to individual cages and allowed access to 0.1 % saccharin from pipette restricted to 20 ml, 20 min per day for 3 days. On the 25th day the animals drank 0.1 % saccharin or novel 0.1 % saccharin for the second group, from two pippetes and were killed 1 h after the end of the drinking session for further analysis.

### Conditioned taste aversion and actinomycin D injections

Rats were cannulated in the GC as previously described [24] and allowed one week for recovery. Following recovery, the cannulated rats were subjected to the water restriction regime and were trained to drink their daily 20 ml of water from two 10 ml pipettes for a duration of 20 min for 3 consecutive days.

On the 5th day, the conditioning day, the animals were injected bilaterally with 1 μl of actinomycin D (20 ng/μl) dissolved in 0.2 % Dimethyl sulfoxide (DMSO) or vehicle (0.2 % DMSO) into the GC. Twenty minutes later they were allowed to drink the 0.1 % saccharin solution from pipettes for 20 min, and 40 min following the cessation of the drinking period they were injected with 0.15 M LiCl i.p. In order to recover, the animals drank water in the subsequent two days and on the third day after CTA they underwent a multiple-choice test in which they were offered two pipettes, each containing 5 ml of saccharin and two pipettes, each containing 5 ml of water. In order to measure the aversive memory, aversion index was calculated and described as percentage as follows:

$$ \left[\mathrm{ml}\ \mathrm{water}/\left(\mathrm{ml}\ \mathrm{water}+\mathrm{ml}\ \mathrm{saccharin}\right)\right]*100 $$

### Latent inhibition and actinomycin D injections

Rats were cannulated in the GC as previously described [24] and allowed one week for recovery. Following recovery, the cannulated rats were subjected to the water restriction regime and were trained to drink their daily 20 ml of water from two 10 ml pipettes for a duration of 20 min for 3 consecutive days.

On the 5th day, the saccharin pre-exposure day, the animals were injected into the GC bilaterally with 1 μl of actinomycin D dissolved in 0.2 % Dimethyl sulfoxide (DMSO) or vehicle as a control (0.2 % DMSO). Twenty minutes later they were allowed to drink the 0.1 % saccharin solution from pipettes for 20 min. After 2 days of water drinking the animals were subjected to CTA paradigm (40 min interval between the drinking and the i.p injection of 0.15 M LiCl, as described in the previous session). In order to recover, the animals drank water in the subsequent two days and on the third day after CTA they underwent a multiple-choice test in which they were offered two pipettes, each containing 5 ml of saccharin and two pipettes, each containing 5 ml of water. In order to measure the aversive memory, aversion index was calculated and described as percentage as follows [ml water/(ml water + ml saccharin)]*100.

### Microinjection

The stylus was removed from the guide cannula and a 28-gauge injection cannula, extending from the tip of the guide cannula, was carefully placed. The injection cannula was connected via PE20 tubing to a Hamilton micro-syringe, driven by a microinjection pump (CMA/100; Carnegie Medicin, Stockholm, Sweden), 1 μl of Actinomycin D (20 ng/μl) or vehicle was injected. Following injection, the injection cannula was left for an additional 30 s before withdrawal, to minimize liquid retraction.

### RNA extraction

Total RNA was extracted from insular cortex or occipital cortex specimens using RNeasy lipid tissue kit (QIAGEN) (Venlo, Netherlands) according to the manufacturer’s instructions. Total RNA was reverse-transcribed using high capacity cDNA reverse transcription kit (Applied Biosystems, *Carlsbad, CA*, USA).

RNA concentration was quantified using a NanoDrop 2000 spectrophotometer (Thermo Scientific).

### Microarray experiment and data analysis

Affymetrix GeneChip RaGene 1.1 ST v1 arrays were used for gene expression analysis, according to the instruction manual (Affymetrix, Santa Clara, CA, USA).

Two time points- 1 h, 3 h and two treatments- familiar water and novel 0.1 % saccharin were used, 4 chips each, 16 chips in total. The Affymetrix raw CEL files were processed and quality controlled using the R/Bioconductor package ‘affy’[42]. The probe level data from all chips were then quantile cross-normalised and their expression values summarised at the probe set level in log2 scale using the robust multi-chip average (RMA) method [43]. Differentially expressed probe sets were identified using two modelling approaches using the R/Bioconductor package ‘limma’ that implements an Emperical Bayes moderated t-statistic approach to better estimate the error in comparisons. The first analysis compared all relevant contrasts isolated by time and treatment (n1f1, n3f3, n1n3 and w1w3) and the second performed a classical 2-way ANOVA analysis with the conditioning variables of “time”, “treatment” and the interaction term between the two. Probe sets mapping to only one gene were determined from oligo-level alignment of probe sequences to the latest draft of the rat genome (RGDv3.4 assembly). A range of different cut-off criteria were used to capture the expression signatures. 1. Highly differentially expressed genes (*p* < =0.05, 0.8 > =fc > =1.25). 2. all differentially expressed genes (*p* < =0.05) and 3. all genes (retaining differential expression statistics for later use). As part of the quality control process chip-wise hierarchical clustering was performed to determine how chips partitioned by condition using the R/Bioconductor package‘pvclust’ that uses a multi-scale bootstrap re-sampling approach to calculate cluster stability [44]. Comparisons between lists of differentially expressed genes were quantified and visualised using the CRAN package ‘VennDiagram’. Data have been deposited in NCBI GEO, accession number GSE74546.

### Real time PCR

Quantitative real-time PCR analysis was performed using the PCR System STEP-ONE plus (PE Applied Biosystems, Foster City, CA, USA). qRT-PCR reactions were carried out in a total volume of 10 μL on 10 ng of cDNA using the following Taqman® assays (Applied Biosystems): Activity-Regulated Cytoskeleton-associated protein (Arc/Arg3.1, Rn00571208_g1), BTG family, member 2 (Btg2,Rn00568504_m1), glyceraldehyde-3-phosphate dehydrogenase (Gapdh, Rn01775763_g1), Nuclear receptor subfamily 4, group A, member 1 (Nr4a1, Rn01533237_m1), Dual specificity phosphatase 6 (Dusp6, Rn00518185_m1). Relative mRNA levels were calculated using the comparative C_t_ method, using Gapdh as a normalizing gene.

### Statistical analysis

Results are expressed as means ± SEM.

Normal distribution of the data was the main criteria for using parametric tests (*t*-Test, ANOVA), otherwise an equivalent a-parametric tests were used.

For multiple comparisons of RT-PCR ratios: ANOVA tests with Tukey HSD post hoc correction was used for comparing familiar taste, novel taste and water restricted groups.

For two independent groups comparison of RT-PCR ratios: Student’s *t*-test was used to compare familiar taste group to novel taste at each specific time point. In cases where the results were not normally distributed, a-parametric Mann Whitney tests were used for comparing the two groups.

The time course experiments for Arc/Arg3.1 were independent at each time point, with novel and familiar taste as a control group, hence their statistical analysis was in pairs for each specific time point, that represents an independent experiment.

## Additional files

Additional file 1: Figure S1A. Drinking volumes (ml) of novel 0.1 % saccharin 20 min following actinomycin D or vehicle injection into the GC are not significantly different (*n* = 14 for both groups, *p*= > 0.05). Boxplots show the median of the distribution (dark thickened middle line), the 75th percentile (upper limit of box), and 25th percentile (lower limit of box). The whiskers indicate the minimum and the maximum values of each experimental group (vehicle and actinomycin D injected rats). **Figure S1B**. Drinking volumes (ml) of water and novel 0.1 % saccharin groups at various time points used for molecular correlations are not significantly different (1 h: saccharin (*n* = 23), water (*n* = 22), *p* > 0.05; 3 h: saccharin (*n* = 9), water (*n* = 8*, p* > 0.05; 6 h: saccharin (*n* = 13), water (*n* = 13), *p* > 0.05; 24 h: saccharin (*n* = 9), water (*n* = 9), *p* > 0.05. Boxplots show the median of the distribution (dark thickened middle line), the 75th percentile (upper limit of box), and 25th percentile (lower limit of box). The whiskers indicate the minimum and the maximum values of each experimental group at each time point (1, 3, 6, 24 h). (TIF 844 kb) Additional file 2:
**Expression of mRNAs in the GC.** Novel saccharin compared to water group, between and within group comparison at 1 and 3 hrs. (XLSX 39 kb) Additional file 3:
**ANOVA differential expression.** The influence of time (1,3 hrs), treatment (novel saccharin, water) and the interaction between the two on mRNA expression in the GC.

## Abbreviations

GC: Gustatory cortex
IEG: Immediate early genes
Arc/Arg3.1: Activity regulated cytoskeleton associated protein
CTA: Conditioned taste aversion

How the deposited data were processed for this re-analysis (not part of the article)

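Messenger RNA of the gustatory cortex was measured on 16 arrays (Affymetrix RaGene 1.1 ST v1) in 4 groups of 4, which were water 1 h, water 3 h, saccharin 1 h and saccharin 3 h after drinking. Replicates are separate rats, as the paper states that the samples of each animal were hybridised to individual slides. No replicate number stands in more than 1 group, and C365 to C372 are the 3 h arrays and C373 to C380 are the 1 h arrays, so anything that follows this numbering cannot be told apart from time.

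The authors processed the raw array files with the package affy, quantile normalized the probe signals across all chips and summarised them per probe set by RMA, and the deposited values are on the log2 scale. The version of affy is not given in the sources used here. The values were used as deposited, with no further normalization. Of 28826 probe sets, 15209 are paired with 1 gene by the array annotation and were tested, 306 are paired with several genes and 13311 have no entry there, which leaves them unnamed and does not mean that they have no gene. The paper selected probe sets of 1 gene by its own alignment to the RGDv3.4 assembly, a step that was replaced by this annotation. No coordinates are given, as no annotation of that assembly was used here. Btg2 was named through the paper's Table S1 and tested in a fit over all probe sets. For the genes the paper names, for the reference genes and for the gene lists, the probe set with the highest mean was taken where a gene had several, and other genes are given by the probe set that met the rule.

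The group means were fitted with limma 3.58.1 in R 4.3.3, with 1 estimate of spread from all 16 arrays and an empirical Bayes prior. The comparisons were 1 h against 3 h within each taste, saccharin against water at each time, the interaction, and time averaged over tastes. Changes over time are 1 h minus 3 h, and changes by taste are saccharin minus water. Calls use a Benjamini-Hochberg adjusted p under 0.05. The paper's cut-off (p of at most 0.05 and a fold change of at least 1.25 either way) and its stricter one (p under 0.0001 and a fold change over 1.25) use unadjusted p-values. Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation. Arrays were compared by permutation analysis of variance (adonis2 of vegan 2.7.1, 9999 permutations), principal components and hierarchical clustering on 1 minus the Pearson correlation, and clusters were set against time and taste by an adjusted Rand index with 100000 permutations. All tests were two-sided.

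Named genes follow a rule fixed before the data were examined. It takes the genes the paper names for the arrays, the 8 probe sets with the smallest p in each direction for either comparison of time (past the adjusted threshold, with arrays that do not overlap), the 6 with the smallest p for each comparison of taste and for the interaction, up to 4 members of each gene list, and Gapdh and Actb. Many values of these genes in Tables S1 and S2 of the paper had been seen when the rule was written. The 22 gene lists were written before the deposited values were examined but after those tables had been read. The designs and most alternatives were also fixed before the data were examined. The other probe set of Rcor2 lies outside the rule and was chosen after its values were seen.

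The fit was tested on simulated data for 1 h against 3 h after saccharin, over 15209 probe sets. It recovered 93 of 100 probe sets changed by log2 0.5 and 100 of 100 changed by log2 1, with 12 false calls. This recovery applies to the simulated data and not to every real gene. After water, Dusp6 and Sik1 changed by about the smaller of these amounts and did not pass. The number of arrays limits the precision, and 4 arrays against 4 give an exact permutation p of at least 0.0286. Alternatives covered the probe sets tested, filters on dim probe sets, centring or repeated normalization, the prior, least squares, array weights, fits on the 8 arrays of a comparison, the linkage, the set test's correlation and leaving out each array in turn. Ranges of adjusted p over all settings cover only the 21 alternatives run for single genes (20 for the interaction) or the 18 run for gene lists. The fits on all probe sets and by least squares without moderation were run for the counts and are not in these ranges.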

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

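The tests on water 3 h array C371 and the 3 tests on the leptomeningeal markers were chosen after their results had been seen, and the tests on array C365 were written with some of its values already seen, though not the values without it. The tests on the clock genes were added after the data had been examined, before their own results were seen.

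The saccharin list exceeded the water list by 27 of the probe sets paired with 1 gene and by 0 over all probe sets (272 in each), and of the common probe sets higher at 1 h, 89.2% changed more after saccharin. Chance could not be excluded for the excess, since 56 of 100 permutations of taste within time were as large and the highest other was 100, whereas for the share 4 of 100 were as far from an even split, with 6.90% larger in saccharin as the farthest other. The tables argue against water 3 h array C365 as the whole cause, as the excess was 26 and the share 86.8% without it, and against meningeal tissue as the cause of the excess, which was 27 with the marker mean as a covariate. Water 3 h array C371 may account for the excess, which was -9 without it, while its part in the share, 63.6% without it, cannot be told. A slower return of the immediate early genes after water is an untested hypothesis, and more rats at 3 h after each taste would be needed to separate it from differences between single arrays.

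Markers of the leptomeninges and fibroblasts, which the paper does not discuss, had a mean log2 change, 1 h minus 3 h, of 0.24 (adjusted p = 0.155 with an estimated correlation). Relabelling time within taste gave an exact permutation p of 0.0155 over 4900 relabellings. A lower share of neurons at 1 h is argued against by astrocyte, oligodendrocyte, microglia and endothelial lists, whose median shift was -0.0043, under the limit of 0.0816, which is the leptomeningeal shift divided by 3. Varying amounts of meningeal tissue in the dissected samples are a candidate explanation that was not decided. The markers moved together within groups (mean correlation 0.636, against at most 0.186 in random lists). A shared change of expression could give the same, and a correlation within groups does not show why the markers shifted between the times. Of the 21 markers 9 stand in the paper's Tables S1 and S2, and a change of expression in the meninges with time was not tested.

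Circadian clock genes had a mean log2 change, 1 h minus 3 h, of 0.17 over both tastes. Clock members that neuronal activity also induces (Per1, Per2, Bhlhe40 and Nfil3) are argued against as the whole cause, since without them camera gave an exploratory unadjusted value of 0.00492 with an estimated correlation, for 11 genes with a mean change of 0.083. Time of day cannot be told apart from time after drinking, as genes of opposite phase moved apart by 0.15, which either could give. The hours at which the rats drank and were killed would be needed to separate them.

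The interaction of taste and time passed in camera for 3 lists, the immediate early transcription factors (adjusted p = 0.00105), the activity-regulated synaptic and signalling genes (2.49e-04) and the glucocorticoid-induced genes (0.0127), for none with an estimated correlation, for 1 list without saccharin 3 h array C366, for 7 without saccharin 3 h array C370 and for 5 without any 1 of arrays C367, C368, C369, C374, C375 and C376. Chaperones and ER stress genes, outside those the paper discusses, had a mean log2 change of -0.075 over both tastes. Rcor2, which the paper does not name in its text, had a log2 change of 1.67 after water on 1 of its 2 probe sets and none past the test on the other.

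Single arrays lay far from the other arrays of their group in 10 of 256 groups examined, where chance gives about 12.8. At 3 h after saccharin these were array C366 for Pde10a (7.83) and Selenow (8.49), array C370 for Prdx6 (9.24) and array C372 for the mean of the oligodendrocyte genes (0.18). At 1 h after saccharin they were array C380 for Podxl (6.34), array C379 for Calcb (3.63) and array C377 for the means of the osmotic response genes (-0.018) and of the claustrum genes (0.19). At 1 h after water they were array C373 for Ccr2 (4.24) and array C378 for Ccdc68 (4.03).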

How the results depend on the processing

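Leaving out arrays C365 and C378 together, fitting on all probe sets and counting those of 1 gene, and the clock list without 4 members were chosen after seeing the data, the last before its own result was seen. For named genes other than Arc and for called lists, 6781 of 6916 comparisons with an alternative kept the side of the threshold, 119 lost it and 16 gained it. Those that kept it include genes that passed in no setting, and 113 sign changes of values that passed in neither setting. Arc was counted apart, and its change after water lost its call in 10 of 21 alternatives. No paired analysis was possible because no replicate number is shared between groups. The cause of the changes below was not tested, apart from fewer or more probe sets or arrays where the alternative says so, and signal over background could not be assessed from RMA values.

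With all probe sets, 272 changed with time after saccharin and 272 after water (excess 0), 113 and 124 differed by taste at 1 h and 3 h, and 11 were called after water. With means under the 50th percentile left out, the counts were 59 and 42 for time (excess 17), 1 and 8 for taste and 23 common probe sets, with 20 higher at 1 h of which 100% were larger in saccharin, and 13 at the stricter cut-off after water. Least squares without moderation gave 5 and 12 by taste, 6 calls after water, 99 for time averaged over tastes and 9 at the stricter cut-off after water. Array weights gave 20 by taste at 1 h and a share of 80.6%, 1 probe set per gene gave 13 by taste at 3 h, and centring on the median gave an excess of 17. Only the 8 arrays of the comparison gave 3 calls and 12 at the stricter cut-off after water. Without arrays C365 and C378 there was 1 call by taste at 3 h, an excess of 14 and a longer saccharin list at 7 fold-change cut-offs. The Arc change after water did not pass with the 8 arrays (log2 1.16), a trend and robust prior (1.16) or array weights (1.10). Ward linkage gave a Rand index with time of 1. With an estimated correlation 2 lists were called for time after saccharin, 1 after water, 0 by taste at 3 h and 0 for the interaction.

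Leaving out each array in turn, the counts ranged from 13 to 22 by taste at 1 h, 20 to 37 at 3 h, and in adjusted calls from 8 to 28 after water, 0 to 2 by taste at 3 h and 93 to 168 for time averaged over tastes. The share larger in saccharin ranged from 63.6% to 97.3%, the excess from -9 to 60, and the stricter list after water from 14 to 28. The saccharin list was longer at 6 to 11 cut-offs. The Arc change after water ranged from 0.98 to 1.45. Lists called ranged from 7 to 9 and 5 to 9 for time after saccharin and water, 0 to 5 and 0 to 4 by taste at 1 h and 3 h, and 1 to 7 for the interaction. At the paper's cut-off, time counts ranged from 108 to 148 after saccharin and 82 to 124 after water.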

Differences from the paper's values

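In Fig. 3b, the paper's count of probe sets changed after water alone is about 0 at a fold-change cut-off of 1.9 and about 0 at 2.0, read by eye, and the count here was 1 at both, a probe set of Rcor2. Among the alternatives fixed before the data were examined, the count was 0 with 1 probe set per gene and with means under the 50th percentile left out, and 1 or more in all others. The paper states that the arrays cluster by time, and Ward linkage here gave an adjusted Rand index with time of 1. Average linkage gave 0, but its 2 clusters only parted water 1 h array C378 from the rest. That index cannot tell whether the other arrays cluster by time. The paper calls Btg2 and Dusp6 common to both tastes, and both met its cut-off after water here but not the adjusted threshold (adjusted p = 0.161 and 0.214), and Dusp6 passed without water 3 h array C365 (0.00415, range over all settings 0.00415 to 0.489). The paper calls the genes past the stricter cut-off unique to each taste, and 19 were here in both lists.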

Other observations

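Nr1d1, a repressor of the circadian clock, was higher at 1 h over both tastes by log2 0.30 (adjusted p = 0.00495). Of 15 measured clock genes, 3 passed after saccharin and 1 after water (5 and 6 when adjusted over the list alone), and camera gave adjusted p = 3.55e-07 and 1.59e-05, with adjusted p = 0.00356 and 0.0108 with an estimated correlation. The count after saccharin was 1 without saccharin 3 h array C366 or saccharin 1 h array C375 or C380, and the call after water was lost without any 1 of arrays C367, C369, C371, C374, C376 and C378. Of 18 chaperones and genes of endoplasmic reticulum stress, 2 had a positive change over both tastes, and camera gave the list adjusted p = 8.60e-06, with adjusted p = 0.124 with an estimated correlation. Hspa5, the main chaperone of the endoplasmic reticulum, was the 1 member that passed over both tastes, at log2 -0.18 (adjusted p = 0.037), and 5 were lower when adjusted over the list alone. Hspa5 lost its call when any array other than water 3 h arrays C365 and C371 was left out (adjusted p from 0.0523 to 0.0887, and 0.00776 without C371). Camera gave the chaperones adjusted p = 5.31e-04 after saccharin and 1.02e-04 after water, and adjusted p = 0.174 and 0.167 with an estimated correlation. Glucocorticoid-induced genes had a mean log2 change of 0.086 after saccharin (adjusted p = 0.00643, and adjusted p = 0.15 with an estimated correlation) and of -0.014 after water (adjusted p = 0.848), with 0 of 15 called in limma in either taste (5 and 3 at an unadjusted p under 0.05). Their call after saccharin was lost without saccharin 3 h array C366 (0.0609) or saccharin 1 h array C380 (0.0757), with a range over all settings of 0.00157 to 0.15.

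Markers of most cell types did not pass between the times. Excitatory cortical neuron markers passed toward lower values at 1 h after water in camera (adjusted p = 0.0293, and adjusted p = 0.167 with an estimated correlation), with 0 of 6 called in limma (1 at an unadjusted p under 0.05, 1 when adjusted over the list alone), and their adjusted p after saccharin was 0.763. That call was lost without water 3 h array C369 (0.061) or C371 (0.116) or water 1 h array C373 (0.0951) or C378 (0.0851). Of 15 striatal markers, Chrm4 was higher and Pde10a lower at 1 h after saccharin, and 1 was higher, lost without any 1 of arrays C367, C369, C371, C374, C376 and C378, and 1 lower after water (adjusted p of the list 0.259 after saccharin and 0.208 after water). The adjusted p after saccharin and water was 0.702 and 0.807 for inhibitory neurons, 0.241 and 0.0521 for claustrum, 0.792 and 0.848 for astrocytes, 0.702 and 0.797 for oligodendrocytes, and 0.27 and 0.797 for their precursors. It was 0.0962 and 0.873 for microglia, 0.792 and 0.735 for endothelial cells, 0.377 and 0.0521 for choroid plexus and 0.792 and 0.848 for blood. Osmotic response genes gave 0.377 and 0.973, and subunits of AMPA and NMDA receptors 0.763 and 0.197. The mean change and the direction of the test differed in sign for excitatory neurons, endothelial cells and blood after saccharin and for microglia after water.

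The test below on the interaction at the paper's cut-off was chosen after its result had been seen. Each comparison was set against the other splits of its 8 arrays into 4 and 4, of which there are 35 with the real one. For time after saccharin 1 split, the real one, gave 118 probe sets at the paper's cut-off (highest other 77) and 49 adjusted calls (highest other 2). After water the real split also ranked first, with 90 (highest other 71) and 3 calls (highest other 2), though its calls were barely more. Ranking first of 35 is the most that these splits allow. It argues against chance for time and does not exclude it. For the tastes chance cannot be excluded, as 33 splits gave at least the real 16 at 1 h (highest other 40) and 25 at least the real 25 at 3 h (highest other 52). Any split reaches a real count of 0, so the adjusted calls of limma between the tastes (0 at either time, reached by 35 of 35 splits, highest other 1, with 465 and 513 probe sets at an unadjusted p under 0.05) say nothing about chance. For time averaged over tastes 1 of 100 relabellings, the real one, reached 153 calls (highest other 1). For the interaction the real count in limma was also 0, with 450 at an unadjusted p under 0.05, which 100 of 100 relabellings reach by necessity (highest other 1). At the paper's cut-off the interaction gave 57 probe sets. Chance cannot be excluded for it, as 98 of 100 relabellings of taste within time gave at least as many (highest other 209). Why so many did was not tested.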
